A study of Homo sapiens with 12 samples. Its data were reported in "DNA Methyltransferase Inhibition Prevents Platinum-Induced Ovarian Cancer Stem Cell Enrichment" (2026).

How the data were processed

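RNA was sequenced from OVCAR3 cells, an established cell line of high-grade serous ovarian cancer. The 12 libraries fell into 4 groups of 3: Untreated, Cisplatin, DAC and Cisplatin+DAC. Cisplatin is a platinum agent that forms DNA adducts, and DAC (decitabine) is an inhibitor of DNA methyltransferases (DNMTi). Cells of the Cisplatin and Cisplatin+DAC groups received 15 µM cisplatin for 16 hours. Cells of the DAC and Cisplatin+DAC groups received 100 nM DAC for 72 hours. Groups were taken from the sample labels, and replicate numbers from the names of the count columns given there. Sample titles use other numbers for the DAC and Cisplatin+DAC libraries, so the titles do not match replicates between groups.

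The authors made stranded poly(A) libraries, aligned the reads to the hg38 genome and counted reads per gene with STAR, and deposited raw counts in one table with a column per library. The values were whole numbers that differed in total between libraries, with no rows for unassigned reads. The annotation release, the strand setting of the counting and the treatment of reads with several matches were not stated, so values of overlapping and near-identical genes are uncertain. The table held 61860 Ensembl gene IDs, of which 23426 had a count of 0 in every library. Names, positions and lengths came from GENCODE release 44 on the same genome build (GRCh38, hg38), in which 61757 of the IDs were found. The 103 other IDs held 0.0242% of all counts.

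Library totals lay between 19152817 and 31335095 counts. A limit of 3 counts corresponded to between 0.0977 and 0.158 CPM (counts scaled to a common library size), depending on the library. A fold change against a group in which every library had 3 counts or fewer was therefore computed against that limit and is given as a lower bound. Such limits cover counting error only, since the reads carried no molecular identifiers.

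Differential expression was tested with edgeR 4.0.16 in R 4.3.3. Genes passing filterByExpr (minimum count 10, minimum total 15) numbered 18859. Libraries were scaled with TMM factors, which ranged from 0.941 to 1.05. One quasi-likelihood fit (glmQLFit, trended dispersion) held the 4 group means, and contrasts were tested with glmQLFTest. The 6 contrasts were 5 comparisons between pairs of groups and the Cisplatin by DAC interaction, which is the log2 change with cisplatin in the presence of DAC minus the log2 change with cisplatin in its absence. P-values were adjusted by the Benjamini-Hochberg method, and genes with an adjusted p under 0.05 are described as called. Standard errors of log2 fold changes were derived from the F statistics. CPM values used TMM-scaled library sizes, and log2 CPM used a prior count of 2.

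The share of the sum of squares of log2 CPM that lay between libraries with and without an agent was tested by an exact permutation test. Labels of that agent were exchanged within each level of the other agent, which gave 400 relabellings and a smallest possible p of 0.005. Principal components were computed from the 500 most variable genes. Clustering used complete linkage on Euclidean distances over all tested genes.

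Lists of genes were tested with camera from limma 3.58.1 on voom-transformed counts, with a preset correlation between genes of 0.01 and adjustment over the 42 tests of 7 lists and 6 contrasts. List medians are medians of the voom-fitted log2 fold changes. The lists were NF-kB targets, STAT3 targets, interferon-stimulated genes, p53 targets, germline genes, mitotic genes and a cytokine panel. The first 6 were written from general knowledge, and the cytokine panel took genes that the study displays from these libraries, so its result is not independent evidence. Of 212 listed genes, 1 could not be matched by its symbol. The NF-kB list shared 7 genes with other lists and the cytokine panel shared 8. The gene set enrichment analysis of the study was not repeated, because its sets were held only in part.

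In addition, 5 panels with 36 genes were taken from the study: an interferon panel, a panel of genes near a long terminal repeat (LTR), a panel of secreted proteins, a stemness panel and a regulator panel. The remaining genes named were chosen by rule. For each comparison with Untreated and for Cisplatin+DAC against Cisplatin, these were the 5 called genes with the largest rise and the 3 with the largest fall, among genes with a mean of at least 5 CPM over the compared libraries and no overlap between the groups. For the interaction, the 3 most positive and the 3 most negative called genes with a mean of at least 5 CPM over all libraries were taken. The design of the tests behind the report's comparisons, the lists, the naming rule and the alternatives were fixed before the data were examined. Some tests in the closing section were chosen later, as stated there. Medians with genes at their bound and the counts of libraries lying apart were added afterwards.

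On simulated counts for 18859 genes with 200 genes changed 3-fold, edgeR recovered 100% of the changed genes, and 6.98% of its calls were false. For a simulated interaction it recovered 95.5%, with 5.45% of calls false. With no gene changed, 0 genes were called, and 0 of the 42 list tests passed the threshold. The simulation drew each gene independently, so this 0 of 42 cannot show how list tests behave where genes are correlated. DESeq2 1.42.0 recovered 100% of the changed genes in the same counts, and 9.5% of its calls were false.

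The alternatives tried were DESeq2, RLE factors, library size only, upper-quartile factors, no filter, a mean count of at least 50, a replicate block, a fit of only the 6 compared libraries, glmTreat against a 2-fold change, fry, camera with estimated correlation, other settings of the multivariate measures, and leaving out each library in turn. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15.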

Results

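Gene expression was measured by RNA-seq in OVCAR3 cells that were left untreated or received cisplatin, DAC or both agents, with 3 libraries per group. Total counts per library lay between 29295279 and 31335095 in Untreated, 20765501 and 24087645 in Cisplatin, 23981580 and 30689935 in DAC, and 19152817 and 28339738 in Cisplatin+DAC. Replicate libraries correlated across genes with Pearson's r of 0.990 to 0.995 on the log2 CPM scale. Counts of replicate pairs differed by more than sampling noise, with chi-square values per degree of freedom of 6.13 to 28.8, so all 12 libraries were used as separate replicates. Mitochondrial genes held 3.12% ± 0.836 of counts in Untreated, 4.58% ± 0.702 in Cisplatin, 3.17% ± 0.414 in DAC and 5.86% ± 0.0888 in Cisplatin+DAC (SD, n = 3). The share was 2.08 percentage points higher with cisplatin at a given level of DAC (two-sided exact permutation p 0.01, 400 relabellings). The difference with DAC was 0.668 percentage points (two-sided exact permutation p 0.125).

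The first question was how far each agent separated the libraries. Of the total sum of squares of log2 CPM, 59.4% lay between libraries with and without cisplatin (exact permutation p 0.005, the smallest that 400 relabellings can give). The share for DAC was 25.7% (exact permutation p 0.005). The interaction held 5.2%, and 9.69% lay within groups. Across 5 alternatives the cisplatin share lay between 52.7% (each gene scaled to unit variance) and 71.2% (a mean count of at least 50). The DAC share lay between 19.1% and 38.7% across 5 alternatives. The first principal component of the 500 most variable genes held 53.6% of the variance and the second 42.6%. With all tested genes in place of these 500, the second component held 24.2%. Group positions on the first component were -47.3 ± 0.535 for Untreated, -5.32 ± 0.283 for DAC, 9.49 ± 3.71 for Cisplatin and 43.1 ± 0.738 for Cisplatin+DAC (SD, n = 3). Complete-linkage clustering first divided the 6 libraries with cisplatin from the 6 without it. Root mean square distances per gene averaged 0.888 log2 units between Untreated and DAC, and 0.801 between Cisplatin and Cisplatin+DAC. The distance between Untreated and Cisplatin averaged 1.16, and distances within groups were at most 0.456.

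**Figure D1:**
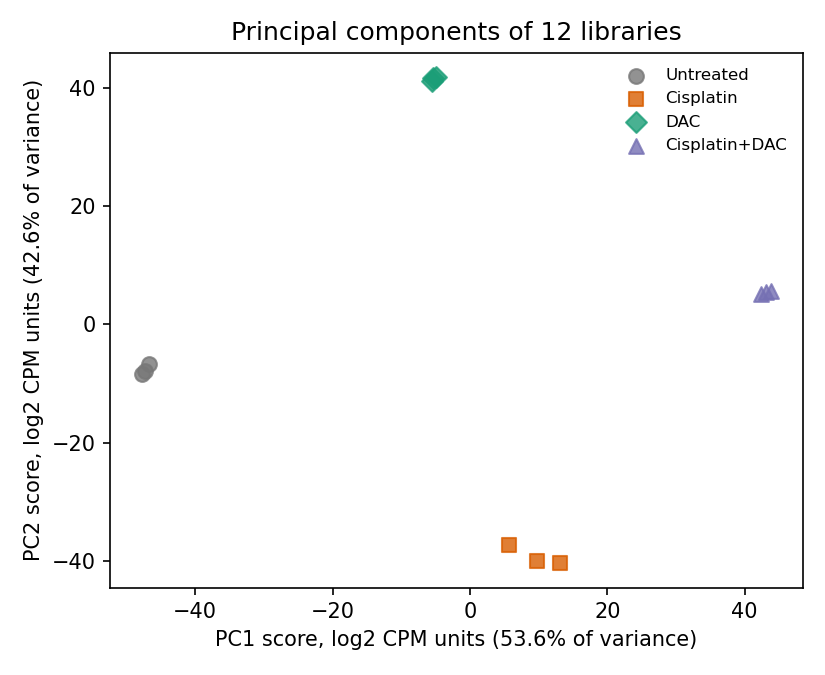
Scores of the 12 libraries on the first 2 principal components of the 500 most variable genes, in log2 CPM units, with one point per library and a color and marker per group. The axes hold 53.6% and 42.6% of the variance, and the 3 libraries of each group lie together.

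Cisplatin was compared with Untreated to find the genes that changed with platinum alone. Of 18859 tested genes, 12725 (67.5%) were called, 6113 higher and 6612 lower. Library size only and upper-quartile factors shifted the median of all genes from -0.003 to 0.10 and 0.15, and the percentage of called genes that were higher from 48 to 54.8 and 57.5. RLE factors and a fit of the 6 compared libraries gave 50.2 and 50.3. A change over 2-fold was called for 5646 genes, 2430 higher and 3216 lower. The higher genes made up 43% of these, but 50.3% with library size only and 53.5% with upper-quartile factors. Restriction to a mean count of at least 50 moved that number most, to 3595, with fewer genes tested. The groups did not overlap for 69.7% of tested genes, where chance gives 10%. The largest rise by the naming rule was that of GRM2 (ENSG00000164082, chromosome 3, 51707068 to 51718613, 6 exons). GRM2 rose from 0.139 ± 0.0355 CPM in Untreated to 10.0 ± 1.55 CPM in Cisplatin (SD, n = 3). Its log2 fold change was 6.13 ± 0.27 (SE, edgeR adjusted p 1.84e-12). CCL20, CXCL8, LRRC4 and SP6 followed with log2 fold changes of 5.67, 5.52, 5.52 and 4.89. Without Untreated replicate 1, the value of CCL20 was 6.27. LRRC4 lies within SND1 on the opposite strand, although their annotated exons share no base. The largest fall was that of DISC1 (ENSG00000162946, chromosome 1, 231626790 to 232041272, 20 exons), from 10.3 ± 0.950 to 0.0954 ± 0.0572 CPM (SD, n = 3), with a log2 fold change of -6.65 ± 0.26 (SE, edgeR adjusted p 5.55e-13). TTC28 and NPAS3 had log2 fold changes of -5.68 and -5.67. TTC28 shares 983 exonic bases with the antisense gene TTC28-AS1, which makes its value uncertain.

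DAC was compared with Untreated to find the genes that changed with the DNMTi alone. Of the 8157 genes called (43.3%), 3818 were higher and 4339 lower. The percentage of called genes that were higher was 46.8, and it passed 50 with DESeq2 (52.8), library size only (54.8), upper-quartile factors (51) and a fit of the 6 compared libraries (53.5). Among the 2513 genes called over 2-fold, 1725 were higher and 788 lower. Over 4-fold, 845 were higher and 81 lower. With a mean count of at least 50 the number over 2-fold was 1028, from fewer genes tested. The groups did not overlap for 55.1% of tested genes, against 10% by chance. DAZL (ENSG00000092345, chromosome 3, 16586792 to 16670306, 14 exons) had 0 counts in every Untreated library and 27.7 ± 1.96 CPM in DAC (SD, n = 3), which is at least 266-fold higher (edgeR adjusted p 3.11e-11). PNMA5, MAGEB2 and MAGEA4 were at least 250-fold, 106-fold and 212-fold higher. GTSF1, the remaining gene of the 5, had 0 counts in every Untreated library and at least 267 counts in each DAC library. MAGE genes have near-identical relatives, so the division of reads between them is uncertain. The largest fall was that of NPAS3 (ENSG00000151322, chromosome 14, 32934396 to 33820863, 27 exons), with a log2 fold change of -3.52 ± 0.23 (SE, edgeR adjusted p 2.57e-09). B3GALT1 and TMEM100 had log2 fold changes of -3.15 and -3.00.

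The combination was compared with Untreated and with each agent alone. Against Untreated, 14454 genes (76.6%) were called, 7387 higher and 7067 lower. Upper-quartile factors shifted the median of all genes from 0.05 to 0.32 and moved the percentage of called genes that were higher from 51.1 to 62. A mean count of at least 50 gave 49.4. In total, 7872 changed over 2-fold, 3948 upward and 3924 downward. The upward share was 50.2%. It was 42.2% with a mean count of at least 50 and 62.9% with upper-quartile factors. By the naming rule, PNMA5, DAZL, MAGEA4 and TKTL1 were at least 165-fold, 125-fold, 137-fold and 97.2-fold higher. NPTX2, with 0 to 5 counts in the Untreated libraries, had a log2 fold change of 7.74 ± 0.33 (SE, edgeR adjusted p 7.94e-13). It was 9.48 without Untreated replicate 1 and 7.21 without Untreated replicate 2. DKK2, NPAS3 and TMEM100 had log2 fold changes of -6.45, -6.38 and -5.64. Against Cisplatin, 8319 genes were called, 4284 higher and 4035 lower. With upper-quartile factors the median of all genes was 0.14 and the percentage of called genes that were higher was 66.2, against 51.5. That percentage fell below 50 with library size only (41.9), DESeq2 (47.2), RLE factors (48.8) and a fit of the 6 compared libraries (49.2). Over 2-fold, 1550 were higher and 341 lower. PNMA5, MAGEA4, DAZL, TKTL1 and CTCFL were at least 136-fold, 112-fold, 103-fold, 79.7-fold and 97-fold higher than in Cisplatin. HUNK, RNF144B and PELI2 had log2 fold changes of -1.84, -1.78 and -1.55. Against DAC, 13553 genes were called, 6718 higher and 6835 lower. With upper-quartile factors the median of all genes was 0.25 and the percentage of called genes that were higher was 61.2, against 49.6. A fit of the 6 compared libraries gave 50.5. The groups did not overlap for 77.9%, 50.1% and 74.8% of genes in these comparisons with Untreated, Cisplatin and DAC, against 10% by chance. Genes higher in Cisplatin+DAC than in each of the other groups numbered 2258, and genes lower than in each numbered 2842. Upper-quartile factors moved the first number most, to 3573. Among the 2258 genes, 752 had a called positive interaction, 1348 had no called interaction and 158 had a called negative interaction.

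**Figure D2:**
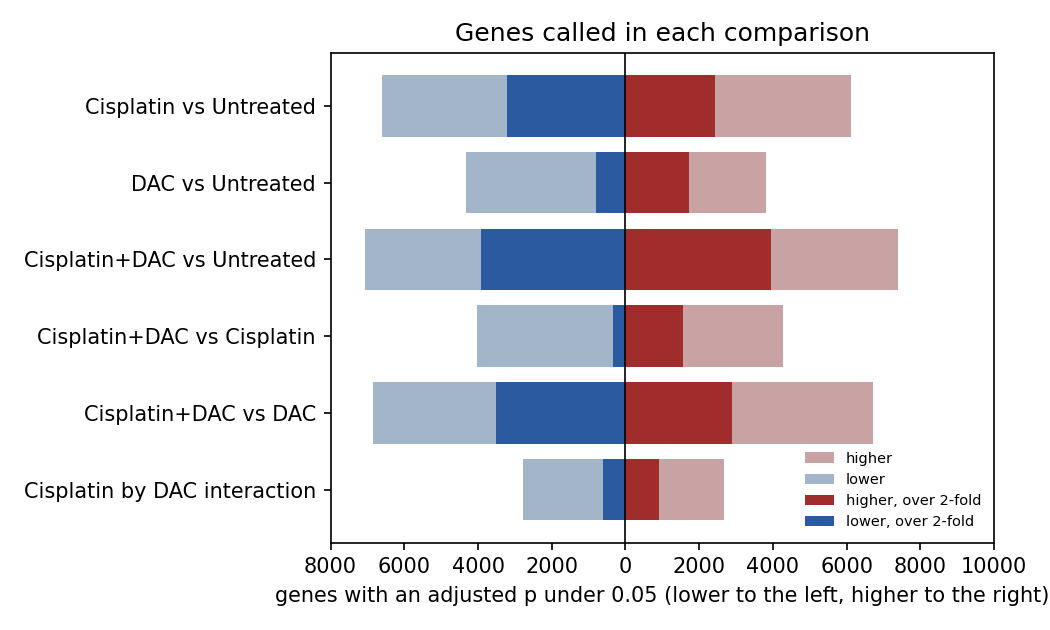
Number of genes with an edgeR adjusted p under 0.05 in each comparison, lower to the left and higher to the right of 0, with darker bars for changes over 2-fold. DAC against Untreated had 1725 genes over 2-fold higher and 788 lower, and Cisplatin against Untreated had 2430 higher and 3216 lower, a split whose majority was higher with library size only (50.3%) and upper-quartile factors (53.5%).

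The change with cisplatin was then compared without and with DAC. Across genes, which are not independent replicates, the log2 fold changes of Cisplatin against Untreated and of Cisplatin+DAC against DAC had a Pearson's r of 0.828 and a Spearman's rho of 0.826. These comparisons share no library. Without Cisplatin replicate 2, r was 0.796. For the change with DAC, without and with cisplatin, r was 0.743 and rho was 0.393. Without Cisplatin replicate 2, this r was 0.71. The interaction was called for 5470 genes (29%), 2677 positive and 2793 negative. Library size only moved the positive share from 48.9% to 31.2%, and upper-quartile factors moved it to 60.3%, with a median of all genes of 0.11. A mean count of at least 50 gave 51.3%. The most positive interactions by the naming rule were those of ATP2B2, PLCB1 and CEMIP. ATP2B2 (ENSG00000157087, chromosome 3, 10324023 to 10708007, 30 exons) fell from 26.9 ± 2.40 to 0.980 ± 0.239 CPM with cisplatin alone, and from 5.19 ± 0.875 to 1.36 ± 0.413 CPM with cisplatin in the presence of DAC (SD, n = 3). CEMIP shares 224 exonic bases with MESD on the opposite strand. The most negative were those of CCL20, GCNA and CXCL8. CCL20 (ENSG00000115009, chromosome 2, 227805739 to 227817564, 5 exons) rose from 0.310 ± 0.223 to 16.1 ± 1.26 CPM with cisplatin alone, and from 15.9 ± 1.71 to 34.6 ± 0.243 CPM in the presence of DAC (SD, n = 3). Its interaction on the log2 scale was -4.55, and -5.14 without Untreated replicate 1.

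**Figure D3:**
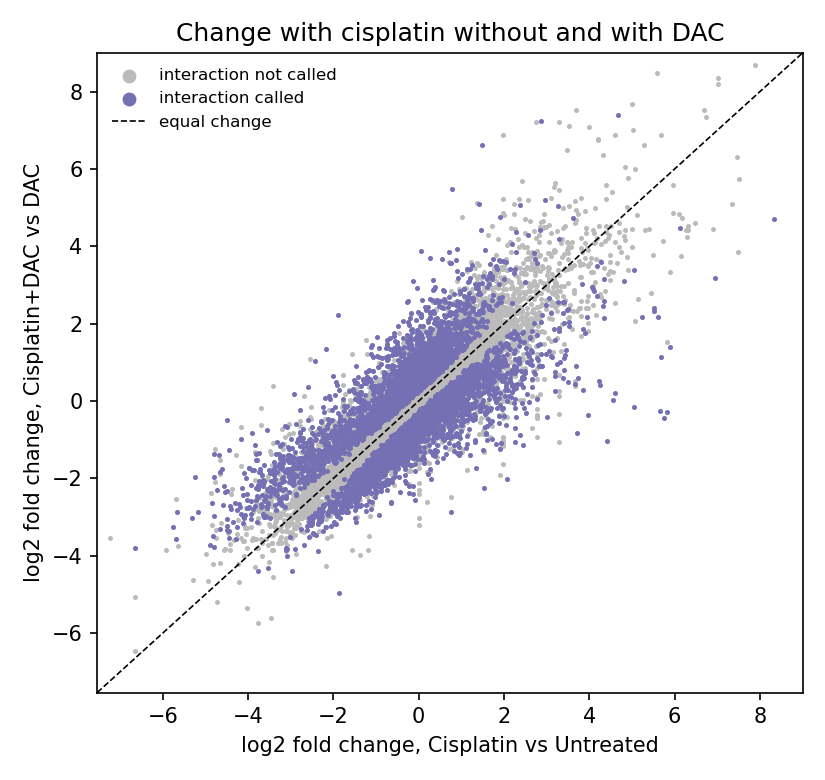
Log2 fold change of each tested gene in Cisplatin against Untreated (horizontal) and in Cisplatin+DAC against DAC (vertical), with the 5470 genes with a called interaction in purple and the dashed line marking equal change. Pearson's r across genes was 0.828.

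The study reported enrichment of inflammatory and interferon responses, and lists of such genes were tested here. Of the 42 tests, 28 had a camera adjusted p under 0.05. All 28 held with fry, and 4 held with camera when the correlation between genes was estimated. NF-kB targets had median log2 fold changes of 1.91 in Cisplatin, 1.12 in DAC and 2.51 in Cisplatin+DAC against Untreated, with camera adjusted p of 1.38e-10, 2.37e-16 and 4.85e-09. Of 27 genes, 25, 26 and 25 were higher. The medians were 0.25 against Cisplatin and 0.81 against DAC (camera adjusted p 0.00111 and 0.000211). The cytokine panel had medians of 1.21, 1.13 and 2.14 against Untreated (camera adjusted p 1.29e-05, 4.88e-09 and 6.49e-06). Of 31 genes, 27, 28 and 28 were higher. Its medians were 0.79 against Cisplatin and 0.40 against DAC (camera adjusted p 0.00052 and 0.011). Up to 3 of its genes had a group with 3 counts or fewer per library, and with these at their bound, or left out where both groups were that low, the medians against Untreated were 1.19, 1.32 and 2.14. Interferon-stimulated genes had medians of 0.36, 0.34 and 0.45 against Untreated (camera adjusted p 0.0238, 2.85e-05 and 0.0284), with 30, 33 and 30 of 44 genes higher. With XAF1 left out of the first, where both groups had 3 counts or fewer, that median was 0.35. Their medians were 0.10 against Cisplatin and -0.07 against DAC (camera adjusted p 0.208 and 0.66). The 5968 genes spanning under 10 kb of the genome had medians of 0.34 in Cisplatin and -0.09 in DAC against Untreated. Span was not held constant in any list test, so its part in the list medians with cisplatin stays open. STAT3 targets had medians of 0.05, 0.39 and 0.27 against Untreated (camera adjusted p 0.403, 0.00125 and 0.234), with 10, 14 and 13 of 20 genes higher. Against Cisplatin and DAC, their medians were 0.04 and 0.05 (camera adjusted p 0.274 and 0.995). With fry, STAT3 targets also passed the threshold in Cisplatin and Cisplatin+DAC against Untreated (fry adjusted p 0.0205 and 0.000141). The same held in Cisplatin+DAC against Cisplatin (fry adjusted p 0.00249). With camera and the estimated correlation, the adjusted p in these comparisons was 0.587, 0.442 and 0.488. The p53 targets had medians of 0.68, 0.11 and 0.59 against Untreated (camera adjusted p 3.62e-06, 0.0777 and 0.00516), with 25, 20 and 21 of 28 genes higher. In DAC they passed the threshold with a mean count of at least 50 (camera adjusted p 0.0463) and with fry (adjusted p 0.000743), within a range over alternatives of 0.000743 to 0.164. Against Cisplatin and DAC, the medians were -0.11 and 0.42 (camera adjusted p 0.143 and 0.0145).

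Fitted medians of germline genes were 0.28, 5.41 and 5.34 against Untreated (camera adjusted p 0.675, 1.57e-17 and 3.03e-07). In the comparisons of DAC and Cisplatin+DAC with Untreated, 17 of 23 genes had 3 counts or fewer in every Untreated library, so these fitted medians depend on the offset used and are no bounds. With such genes at their bound the medians were 4.52 and 3.76, and 22 of 23 genes were higher in each. In Cisplatin against Untreated 15 genes were that low in both groups, and the 8 others had a median of 0.04. Against Cisplatin and DAC, the fitted medians were 5.19 and -0.38 (camera adjusted p 2.12e-16 and 0.131). With 16 genes at their bound, the median against Cisplatin was 3.73. Mitotic genes had medians of -0.87, -0.05 and -0.78 against Untreated (camera adjusted p 1.58e-07, 0.208 and 6.38e-06), with 3, 11 and 4 of 30 genes higher. Against Cisplatin and DAC, the medians were -0.01 and -0.70 (camera adjusted p 0.775 and 3.62e-06). For the interaction, 5 lists were past the threshold, all with negative medians. These were NF-kB targets (-0.97, camera adjusted p 2.85e-12), the cytokine panel (-0.93, camera adjusted p 1.46e-05), interferon-stimulated genes (-0.23, camera adjusted p 0.00308), p53 targets (-0.20, camera adjusted p 0.00516) and STAT3 targets (-0.28, camera adjusted p 0.03). The adjusted p of STAT3 targets rose above 0.05 without Cisplatin replicate 1 (camera adjusted p 0.0528) and without Cisplatin+DAC replicate 2 (camera adjusted p 0.0813). It also did so with a mean count of at least 50 (camera adjusted p 0.0788), within a range over its alternatives of 0.0026 to 0.177. Germline and mitotic genes had fitted medians of -0.50 and 0.04 (camera adjusted p 0.249 and 0.167), and the 5 germline genes with no group at 3 counts or fewer had a median of -0.20. Without members that had such a group, the medians of interferon-stimulated genes and the cytokine panel were -0.20 and -0.95. With the estimated correlation, 0 lists were past the threshold for the interaction.

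Among the 11 genes of the interferon panel, 9 were tested. IFNA1 had 0 counts in every library, and IFNB1 had at most 5. With cisplatin alone 5 genes were called, all higher. With DAC alone 8 were called, all higher, and with the combination 7, all higher. The numbers adjusted over the list alone were also 5, 8 and 7. OASL was among the 5, but not without Untreated replicate 2 (edgeR adjusted p 0.0669) or Cisplatin replicate 2 (edgeR adjusted p 0.0793). IFIH1 was among the 8, but not without Untreated replicate 3 (edgeR adjusted p 0.0856) or DAC replicate 1 (edgeR adjusted p 0.0907), nor with no filter (edgeR adjusted p 0.0504, within a range over its alternatives of 0.00975 to 0.0504). IFIT1, not called with cisplatin (edgeR adjusted p 0.0651), was called lower without Untreated replicate 1 (edgeR adjusted p 0.0291) and with no filter (edgeR adjusted p 0.0467, within a range over its alternatives of 0.0381 to 0.312). In each comparison with a fold change given for IFIT5, IFIT3, OAS3 and STING1, all 3 treated libraries lay above all 3 Untreated libraries. CGAS (ENSG00000164430, chromosome 6, 73413515 to 73452297, 6 exons) had at most 3 counts in each library without DAC. It was at least 42.7-fold higher in DAC and at least 21.5-fold higher in Cisplatin+DAC than in Untreated (edgeR adjusted p 1.54e-10 and 3.72e-10). CGAS shares 180 exonic bases with DDX43 on the opposite strand, which makes its value uncertain. IFIT5 had log2 fold changes of 1.58, 0.85 and 1.70 in Cisplatin, DAC and Cisplatin+DAC (edgeR adjusted p 1.82e-10, 2.45e-06 and 4.06e-11). IFIT3 had log2 fold changes of 0.56, 0.87 and 0.60 (edgeR adjusted p 0.000166, 3.49e-06 and 6.37e-05). IFIT3 shares 94 exonic bases with LIPA on the opposite strand. OAS3 had log2 fold changes of 0.75, 0.81 and 1.18 (edgeR adjusted p 1.82e-08, 3.26e-08 and 2.65e-11). STING1 had log2 fold changes of 1.01, 0.45 and 0.54 (edgeR adjusted p 2.12e-08, 0.000613 and 3.47e-05).

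In the LTR-neighbour panel, all 6 genes were higher with the combination than in Untreated and in DAC, over all genes tested and adjusted over the list alone. Against Cisplatin, 5 were called, and 6 when adjusted over the list alone. PLAAT4 was the gene not called there, and it was called without Cisplatin replicate 3 (edgeR adjusted p 0.0418) or Cisplatin+DAC replicate 1 (edgeR adjusted p 0.0215). It was also called with upper-quartile factors (edgeR adjusted p 0.0241) and a mean count of at least 50 (edgeR adjusted p 0.0351), within a range over its alternatives of 0.0241 to 0.123. Its call against DAC was lost without DAC replicate 3 (edgeR adjusted p 0.0578) or Cisplatin+DAC replicate 3 (edgeR adjusted p 0.0751). With cisplatin alone 5 genes were called higher, and 5 when adjusted over the list alone. With DAC alone 5 genes were called higher, and 6 when adjusted over the list alone. PLAAT4 was called with DAC alone, but not without Untreated replicate 2 (edgeR adjusted p 0.0827) or DAC replicate 2 (edgeR adjusted p 0.0828). IFITM1, IFITM2 and IFITM3 had log2 fold changes of 1.72, 1.10 and 1.21 against Untreated (edgeR adjusted p 2.99e-08, 1.03e-08 and 3.49e-09), with all 3 treated libraries above all 3 Untreated libraries. IFITM2 and IFITM3 are near-identical, so their separate values are uncertain. TNF (ENSG00000232810, chromosome 6, 31575565 to 31578336, 4 exons) rose from 1.76 ± 0.536 CPM in Untreated to 35.6 ± 1.49 in Cisplatin, 11.7 ± 0.637 in DAC and 70.5 ± 7.72 in Cisplatin+DAC (SD, n = 3). Its log2 fold change for the combination was 5.32 ± 0.15 against Untreated and 0.98 ± 0.11 against Cisplatin (SE, edgeR adjusted p 9.41e-15 and 2.28e-06).

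Of the 9 genes of secreted proteins, 8 were tested and all 8 were called in each comparison with Untreated, also when adjusted over the list alone. In each, 7 were higher in all 3 treated libraries and TNFSF13 was lower. In Cisplatin, TNFSF13 lay below all Untreated libraries in 2 of 3 libraries (log2 fold change -0.43, edgeR adjusted p 0.0493). It was not called there without Untreated replicate 1, Untreated replicate 3, Cisplatin replicate 1 or Cisplatin replicate 2 (edgeR adjusted p 0.186, 0.22, 0.233 and 0.14), nor under 6 of 8 alternatives, over which its adjusted p ranged from 0.0128 to 0.235. CCL5 had at most 11 counts and was not tested. VEGFA had log2 fold changes of 1.02, 0.39 and 0.79 in Cisplatin, DAC and Cisplatin+DAC (edgeR adjusted p 9.34e-10, 0.00032 and 2.1e-08). CXCL8 rose from 3.49 ± 0.856 CPM in Untreated to 160.2 ± 19.7 in Cisplatin, 32.4 ± 7.47 in DAC and 163.3 ± 12.0 in Cisplatin+DAC (SD, n = 3). CX3CL1 was highest in DAC, at 69.4 ± 6.33 CPM, with 46.4 ± 7.11 in Cisplatin and 34.5 ± 4.37 in Cisplatin+DAC (SD, n = 3). CCL22 had log2 fold changes of 1.79, 4.61 and 4.80 (edgeR adjusted p 0.000193, 2.88e-10 and 9.54e-12). CXCL6 had log2 fold changes of 2.14, 2.87 and 3.38 (edgeR adjusted p 1.11e-06, 5.3e-08 and 5.09e-10).

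The study measured the activity of aldehyde dehydrogenase (ALDH) as a marker of stem-like cells. ALDH1A1 (ENSG00000165092, chromosome 9, 72900671 to 73080442, 16 exons) had 28.8 ± 1.76 CPM in Untreated, 22.98 ± 2.14 in Cisplatin, 9.36 ± 0.675 in DAC and 12.6 ± 0.493 in Cisplatin+DAC (SD, n = 3). Against Untreated, its log2 fold changes were -0.33 ± 0.09, -1.62 ± 0.10 and -1.19 ± 0.09 (SE, edgeR adjusted p 0.00411, 7.6e-10 and 3e-09). Upper-quartile factors gave -0.16 for cisplatin alone (edgeR adjusted p 0.12, within a range over its alternatives of 0.00112 to 0.12). Of the 3 tested stemness genes, 2, 1 and 2 were called in the comparisons with Untreated, also when adjusted over the list alone. All 3 treated libraries lay on one side of all 3 Untreated libraries for each fold change given for ALDH1A1, BMI1, DNMT1, STAT3, RELA and VMP1. BMI1 had log2 fold changes of 0.90 in Cisplatin and 1.27 in Cisplatin+DAC (edgeR adjusted p 1.58e-05 and 1.66e-07). NANOG had 0 counts in every library. Of the 6 tested regulators, 5, 4 and 6 were called, also when adjusted over the list alone. DNMT1 had log2 fold changes of -0.95 with cisplatin and -1.46 with the combination (edgeR adjusted p 6.95e-09 and 1.6e-11). DNMT1 shares 83 exonic bases with S1PR2 on the same strand. STAT3 had log2 fold changes of -0.63, 0.38 and -0.57 in Cisplatin, DAC and Cisplatin+DAC (edgeR adjusted p 1.48e-06, 0.000654 and 3.52e-06). RELA, which shares 103 exonic bases with RELA-DT, had log2 fold changes of 0.76 in Cisplatin and 0.86 in Cisplatin+DAC (edgeR adjusted p 3.1e-08 and 4.27e-09). VMP1, whose span holds MIR21 and which shares 129 exonic bases with PTRH2, had log2 fold changes of 0.72 in DAC and 0.34 in Cisplatin+DAC (edgeR adjusted p 8.67e-06 and 0.00363). MIR21 itself had 0 counts in every library, in poly(A) libraries that do not retain mature microRNAs. It lies within VMP1 on the same strand, so these 0 counts do not show that the position had no reads. In its RNA-seq data the study saw more reads on the primary transcript of miR-21 after treatment, and it measured mature miR-21 by PCR.

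**Figure D4:**
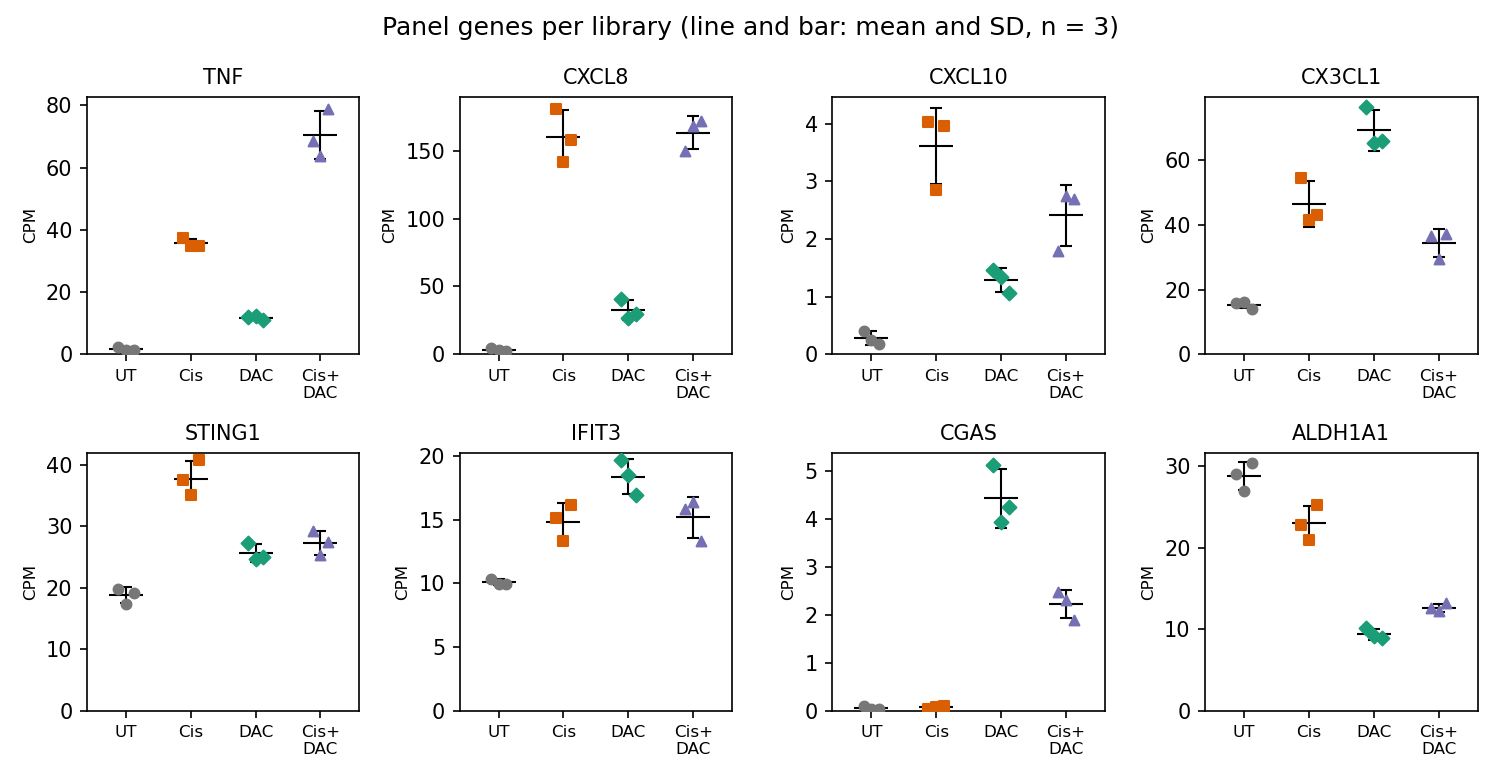
CPM of 8 panel genes in each library, with horizontal lines for the mean and bars for the SD (n = 3), in Untreated (UT), Cisplatin (Cis), DAC and Cisplatin+DAC (Cis+DAC). TNF was highest in Cisplatin+DAC, at 70.5 CPM, and CX3CL1 was highest in DAC, at 69.4 CPM.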

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

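Tests of scaling between libraries, of the shared Untreated libraries for both sets of genes and of low counts in Untreated were chosen only after the result was seen. The statistics of the simulation with additive effects and of the test of scaling between libraries were also changed after their first forms had been seen.

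The log2 change with cisplatin differed with and without DAC, by the interaction term, for 5470 genes. Of 100 splits of the 12 libraries into 4 groups of 3, the real one included, 3 gave as many genes, and the highest other split gave 6579. Other splits also move treated libraries between groups, so a large count can arise from either agent. The positive share of the called interactions was 48.9%, and it was 31.2% with library size only and 60.3% with upper-quartile factors. That share was the first form of the test of scaling, and it decides nothing, because TMM factors centre the changes. A wrong factor for a library moves every gene by the same log2 amount and cannot give calls in both directions at once. With each of 4 scalings (TMM, RLE, library size only and upper quartile), the same 1806 genes had a called positive interaction and the same 2312 a called negative one, which argues against scaling as the whole cause. Low counts were argued against by the 5208 interactions called among genes with a mean count of at least 50. Library size was argued against by the 5111 called after every library was thinned to the smallest total. A few abundant genes were argued against by the 5501 called without the 10 most abundant genes and the mitochondrial genes. A biological difference in the change with cisplatin in the presence of DAC remains a hypothesis. Differences in cell survival between groups may contribute and were not tested.

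For the lists, 5 had a negative interaction, namely NF-kB targets (-0.97), STAT3 targets (-0.28), interferon-stimulated genes (-0.23), p53 targets (-0.20) and the cytokine panel (-0.93), as median log2 values. Of the 100 splits of the 12 libraries, 28 gave as many lists, so the number of lists is not beyond what other splits give. With the correlation between genes estimated, 0 lists were past the threshold, and the camera adjusted p of NF-kB targets was 0.0832, within a range over alternatives of 6.14e-13 to 0.0832. Reads shared between the near-identical genes CXCL1, CXCL2 and CXCL3 were argued against for NF-kB targets, since the camera adjusted p was 9.8e-12 without them. Low counts were argued against by a camera adjusted p of 9.74e-14 over the 25 members with a mean count of at least 50. The result for STAT3 targets was lost without Cisplatin replicate 1 (0.0528) and without Cisplatin+DAC replicate 2 (0.0813), and with a mean count of at least 50 (0.0788, range over alternatives 0.0026 to 0.177). A biological explanation stays open for these lists and was not separated from correlation between their genes.

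Among the genes chosen by rule, interactions on the log2 scale were 2.84 for ATP2B2, 2.71 for PLCB1, 2.44 for CEMIP, -4.55 for CCL20, -3.32 for GCNA and -3.18 for CXCL8. Without Untreated replicate 1, the value for CCL20 was -5.14. The other panel genes with a called interaction had values of -0.83 for IFIT3, -0.73 for IFIT5, -0.38 for OAS3, -1.15 for OASL, -0.92 for STING1, -1.75 for TNF, -0.62 for VEGFA, -1.62 for CXCL6, -2.79 for CXCL10, -2.61 for CX3CL1, -1.59 for CCL22, 0.76 for ALDH1A1, -0.35 for DNMT1, -0.69 for DNMT3B and -0.32 for STAT3. The edgeR adjusted p of the STAT3 interaction, 0.0357, rose above 0.05 with upper-quartile factors (0.0644, within a range over alternatives of 0.0031 to 0.0644). It also did so without Cisplatin replicate 1 (0.0564), DAC replicate 1 (0.0542), Cisplatin+DAC replicate 2 (0.0661) or Cisplatin+DAC replicate 3 (0.0611). The other 20 interactions kept their calls under each alternative and each left-out library, except that a mean count of at least 50 gave no value for CXCL10.

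A wider pattern was that genes higher with each agent alone mostly rose by less than the sum of both log2 changes. Of 1879 such genes, 87.5% had an interaction below 0, and 885 had a called negative interaction against 22 called positive. Both changes share the Untreated libraries, which pulls interactions of genes chosen this way below 0. In 10 simulations with effects additive on the log2 scale, between 65.2% and 69.2% of such genes were below 0, so the shared libraries account for part of the excess and were argued against as its whole cause. The first form of this test compared the called share, 47.1%, with 0% in each simulation. It was replaced because simulations without interactions hold almost no calls by construction. Low counts in Untreated were argued against, since 85.1% of the 1420 genes with at least 1 CPM in Untreated were below 0. Genes lower with each agent alone are pulled above 0 by the same sharing. Of 2728 such genes 75.1% had an interaction above 0, against 62.4% to 65.9% in the 10 simulations, so the shared libraries were argued against as the whole cause here too. With RLE factors, library size only and upper-quartile factors the percentage below 0 in the first set was 89, 91.3 and 81.3, and the percentage above 0 in the second was 73.9, 69 and 80. The simulations used TMM factors, so no simulated value stands beside these. The pattern was tested on the log2 scale only, and panel genes differed on CPM. TNF was higher with both agents than with either, at 1.76 in Untreated, 35.6 in Cisplatin, 11.7 in DAC and 70.5 in Cisplatin+DAC. CX3CL1 was lower with both agents than with either, at 15.3, 46.4, 69.4 and 34.5 in the same order. A limit on how far expression can change is a candidate explanation that these data do not test beyond the 69.2% reached by the simulations.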

How the results depend on the processing

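The alternatives were the planned ones, and 0 were added.

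For the 136 gene results, 1057 values were recomputed under alternatives, and 1041 kept their direction and side of the threshold. The others were 11 weaker and 5 stronger, in 7 results. With 1 library left out, 919 of 942 values did so, 20 were weaker and 3 stronger. Besides genes named with the panels, BMI1 in Cisplatin+DAC against Cisplatin (edgeR adjusted p 0.0308) lost its call without Cisplatin replicate 1 (0.15), Cisplatin replicate 3 (0.0707), Cisplatin+DAC replicate 1 (0.102) or Cisplatin+DAC replicate 2 (0.196), and with DESeq2 (0.06) or library size only (0.0783, range over alternatives 0.00166 to 0.0783).

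The number of genes called lay between 10285 and 13219 for Cisplatin against Untreated, 6287 and 9160 for DAC against Untreated, 11030 and 16200 for Cisplatin+DAC against Untreated, 6880 and 9345 for Cisplatin+DAC against Cisplatin, 10675 and 14543 for Cisplatin+DAC against DAC, and 5208 and 6815 for the interaction. With 1 library left out the ranges were 11865 to 12410, 6834 to 7591, 13763 to 14067, 6993 to 8008, 12806 to 13124 and 4588 to 5581. Genes called over 2-fold numbered 3595, 1028 and 4936 in the comparisons of Cisplatin, DAC and Cisplatin+DAC with Untreated when a mean count of at least 50 was required, since fewer genes were tested. With glmTreat, which requires evidence that the change exceeds 2-fold, they numbered 3652 for Cisplatin and 1224 for DAC. Genes highest in Cisplatin+DAC numbered 3573 with upper-quartile factors, which raised the median of all genes in that group, and from 1609 to 2243 across fits that each left out 1 library.

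With all filtered genes, the second principal component held 24.2%. The correlation of cisplatin effects was 0.877 with a mean count of at least 50, and from 0.796 to 0.838 with 1 library left out. The correlation of DAC effects was 0.393 by ranks and 0.668 with a mean count of at least 50, and from 0.71 to 0.748 with 1 library left out. The causes were not tested.

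With camera and an estimated correlation, the lists past the threshold numbered 1 for Cisplatin, 2 for DAC and 0 for Cisplatin+DAC against Untreated, 1 for Cisplatin+DAC against Cisplatin, 0 for Cisplatin+DAC against DAC and 0 for the interaction. Fry, which does not compare a list with other genes, gave 6 for Cisplatin+DAC against Cisplatin. The cause was not tested for either setting. Results without a call changed sign for mitotic genes in Cisplatin+DAC against Cisplatin with library size only (camera adjusted p 0.952), with a range from 0.607 to 0.984 over left-out libraries. STAT3 targets in Cisplatin+DAC against DAC changed sign with a mean count of at least 50 (0.724) and, in the fit with a replicate block, at 0.999, with a range from 0.863 to 0.981 over left-out libraries. Both medians lie near 0, and the cause was not tested. In total 174 of 210 list values kept their direction and side, with 25 weaker, 8 stronger and 3 reversed.

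With a replicate block the genes called numbered 13219, 9160, 14839, 9345, 13998 and 6815 in the same order, and at least 99.8% of the original calls were shared. PLAAT4 in Cisplatin+DAC against Cisplatin was called (edgeR adjusted p 0.0278, range over alternatives 0.0241 to 0.123), and IFIT1 was called lower in Cisplatin against Untreated (edgeR adjusted p 0.0381, range over alternatives 0.0381 to 0.312). Residuals of libraries with the same number in different groups correlated between -0.0437 and 0.238, with 10 of 18 pairs over 0.1 and 0 of 6 for number 2. Numbers 1 and 3 each had 5 of 6 pairs over 0.1. Pairs with different numbers lay between -0.24 and 0.149, with 2 of 36 over 0.1. The median was 0.117 for pairs with the same number and -0.0394 for pairs with different numbers. Pairing of the samples was not seen for number 2 and stays open for numbers 1 and 3. These numbers are those of the count columns, and sample titles number the DAC and Cisplatin+DAC libraries otherwise.

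The other splits of the 6 libraries of each comparison gave 0 genes called. Each of them mixes libraries of both compared groups, so the difference between the groups enters the spread. These counts of 0 therefore give no rate of false calls. For the number of genes called in each of the 5 comparisons, and for those over 2-fold against Untreated, 1 of 10 splits gave as many, which is the smallest share that 3 against 3 allows. As many lists were past the threshold in 3, 2 and 3 of 10 splits for Cisplatin, DAC and Cisplatin+DAC against Untreated, 4 for Cisplatin+DAC against Cisplatin and 1 for Cisplatin+DAC against DAC. As many genes were highest in one group in 1 of 100 splits of the 12 libraries. Other splits of the 12 also move treated libraries between groups, so this share is no rate of false calls either. Depth limits genes near 3 counts, for which only lower bounds on fold changes can be given.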

Other observations

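Each test in this part was chosen only after the result was seen. The value used for matched draws on the X chromosome was changed after its first form had been seen, and the test of scaling for ALDH1A1 was divided into 2 after the value with upper-quartile factors had been seen.

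Genes with longer spans on the genome fell more with cisplatin. Across 18843 genes, which are not independent replicates, the rank correlation of span with the log2 fold change was -0.494, and between -0.523 and -0.414 in single pairs of libraries. The median log2 fold change was -2.13 for the 1212 genes over 200 kb and 0.34 for the 5968 genes under 10 kb. It was -0.415 for the 2758 genes of 50 to 100 kb, which include STAT3 (75.2 kb) and DNMT1 (97.9 kb). Exonic length, GC content and expression level were argued against as whole causes by correlations of -0.397, -0.479 and -0.489 with each held constant, and -0.39 with all 3. In Cisplatin+DAC against DAC, which shares no library with the first comparison, the correlation was -0.577. For DAC against Untreated it was -0.0167, between -0.135 and 0.0699 in single pairs. For Cisplatin+DAC against Cisplatin it was -0.228, between -0.32 and -0.0964 in single pairs. An effect of cisplatin on the transcription of long genes is a candidate explanation. Other technical explanations, such as RNA integrity, were not tested.

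Genes over 2-fold higher with DAC lay more often on the X chromosome, 93 of 1724 against 582 of 17119 other tested genes (odds ratio 1.62, 95% interval 1.28 to 2.03, Fisher's exact p 5.67e-05). Without 18 gene families with similar copies the odds ratio was 1.06 (0.791 to 1.39, Fisher's exact p 0.67). These families are mainly X-linked, with 50 of 68 tested members and 34 of the 36 higher members on the X chromosome, so leaving them out lowers the odds ratio by construction. Reads divided wrongly among their copies and a change of these genes with DAC cannot be told apart. Low expression in Untreated was argued against as the whole cause, since draws matched on expression held a mean of 78.2 X-linked genes (permutation p 0.0216, 10000 draws). The first form of this test took the largest draw, 106, which exceeded the 93 observed.

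ALDH1A1 was lower in Cisplatin than in Untreated, and scaling between libraries may account for that difference, since the edgeR adjusted p was 0.12 with upper-quartile factors (range over alternatives 0.00112 to 0.12). ALDH1A1 spans 180 kb, and the 1865 genes of 100 to 200 kb had a median log2 fold change of -1.12 with cisplatin. Of these, 78.7% were called lower. ALDH1A1 fell by less (-0.33), so the trend with span may also account for its difference. For both groups with DAC, scaling was argued against by a highest edgeR adjusted p of 1.31e-07. The other 17 ALDH genes had a summed expression of 757 CPM in Untreated, 688 in Cisplatin, 667 in DAC and 722 in Cisplatin+DAC. Cisplatin minus Untreated was -69 CPM (exact permutation p 0.1, the smallest possible with 3 against 3), with 5 genes called higher and 8 called lower. Cisplatin+DAC minus Cisplatin was 34.6 CPM (exact permutation p 0.3), with 3 genes called higher and 2 called lower. The sum was not tested for DAC against Untreated. Whether some of the other ALDH genes replace ALDH1A1 stays open. A biological change with DAC remains a hypothesis.

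CGAS was higher in both groups with DAC, and it shares 180 exonic bases with DDX43 on the opposite strand. The counts of CGAS and DDX43 were 147 and 141, 121 and 125, and 104 and 113 in the DAC libraries, and 59 and 56, 66 and 71, and 36 and 43 in the Cisplatin+DAC libraries. With even coverage, the shared bases would give at most 9.98 of the 147 counts, but coverage along the genes is not known from these data. Reads of DDX43 and a change of CGAS with DAC cannot be told apart.

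The 13 IFNA genes together held 27 counts over the 12 libraries, with at most 11 for a gene in a library.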
